A study of Mus musculus with 10 samples. Its data were reported in "Multi-influential genetic interactions alter behaviour and cognition through six main biological cascades in Down syndrome mouse models" (2021).

How the data were processed

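Total RNA from the whole hippocampus of 16-week-old male mice was hybridised to Affymetrix Mouse Gene ST arrays, 1 array per mouse. The labels put 5 mice in the Dp3Yah group, which carries a duplication of a chromosome 16 interval, and 5 in the control group. The study describes its controls as littermates. The deposited values are on the log2 scale, 1 per probe set, and the submitters' processing notes name RMA (background correction, normalisation of all arrays to a common distribution, and summary of probes) and limma, with the mm10 build. The versions of these tools are not given in the sources used here.

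The table held 35556 probe sets. The platform annotation paired 21789 of them with 1 gene and 1621 with several genes, and 12146 stayed unnamed here. Probe sets with several genes were not used for named genes. Each of the 19939 genes was represented by its probe set with the highest mean over all 10 arrays, a choice that mattered for the 998 genes with more than 1 probe set. Symbols and coordinates were taken through gene identifiers from the RefSeq annotation of GRCm38.p6, which held 19856 of the genes. The other 83 kept the symbol of the platform annotation.

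Dp3Yah was compared with control in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, no covariate, two-sided, Benjamini-Hochberg adjusted p under 0.05 over all genes). For gene lists, the adjustment was also made over the list alone. It did not cover the number of lists, so a few of the 38 lists can hold a passing member by chance. Each of 38 lists was tested with camera at a preset correlation of 0.01, with camera's estimated correlation, and with fry. The fry p tests whether the genes of a list move, on balance, one way, and its mixed p whether they change in either direction; neither compares the list with other genes. Means per array were compared by exact permutation over 252 assignments (two-sided), for which 0.00794 is the smallest possible p. An interval gene was called expressed when its mean over all arrays exceeded the median of all genes. The rank test that the study used (FCROS) was rewritten from its published principle, with a trim of 0.25 and thresholds of f under 0.025 or over 0.975, and served as an alternative. Intervals are at the 95% level, and the number of arrays limits their precision.

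The tests, gene lists, alternatives and the rule for named genes were fixed before the data were examined, except where stated. The rule named every measured gene of the interval and 5 neighbours in its flanks (Lipi, Rbm11, App, Cyyr1 and Adamts1). Outside the interval it named the 10 largest rises and falls among genes that passed, filled up with the smallest unadjusted p in each direction where fewer passed. It also named a list of genes taken from those that the study's text discusses for its mouse lines. Up to 4 members of each other list with the smallest unadjusted p were named too, most of which are not printed where the list was not called. The alternatives were a replicate block, other summaries of probe sets, a filter on dim genes, a second normalisation, median centring, a trended and robust variance, array weights, and leaving out each mouse in turn.

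The tests were checked on simulated data of the same size. Of 100 genes simulated with a 1.5-fold change, limma recovered 98, and of 100 with a 2-fold change it recovered 100. It called 13 unchanged genes. These simulated data held 200 changed genes at once, and the share recovered depends on that number. The real comparison called 3 genes, and Jam2, at 1.46-fold, did not pass (limma adjusted p = 0.0998). The shares recovered are therefore not the power of the real comparison. With no gene changed, limma called 0 of 19939 genes, while the rank test put 1043 genes past its threshold and camera called 0 of 20 unchanged lists. Simulated genes vary independently, and in other splits of the real arrays camera called a median of 8 of 38 lists.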

Results

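Gene expression was measured in the hippocampus of 5 male Dp3Yah mice and 5 male control littermates at 16 weeks of age. Dp3Yah mice carry 3 copies, against 2, of the part of mouse chromosome 16 that runs from Hspa13 to Gabpa, which is homologous to a part of human chromosome 21 (Hsa21). The median log2 value of an array lay between 5.64 and 5.71. No 2 arrays held identical values, and the SD of the difference between arrays over all genes was 0.12 to 0.21. The median SD of a gene between mice of a group was 0.09 on the log2 scale.

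The comparison of the duplicated interval asked whether genes in 3 copies were overexpressed in the hippocampus. The active genes of the interval were overexpressed in Dp3Yah mice. Of the bordering genes, App and Cyyr1, on the distal side, were not detectably changed. Rbm11, on the proximal side, was 0.26 higher (adjusted p = 0.0317 over the 11 measured genes of the proximal flank, 0.922 over all genes). Hspa13, which encodes an Hsp70-family protein of the endoplasmic reticulum, rose by 0.60 on the log2 scale (SE 0.069, 1.52-fold, limma adjusted p = 0.0122, n = 5 per group). Ncam2, a neural cell adhesion molecule, rose by 0.58 (SE 0.070, 1.49-fold, limma adjusted p = 0.0122). Mrpl39, a protein of the mitochondrial ribosome, rose by 0.48 (SE 0.046, 1.39-fold, limma adjusted p = 0.00336). Each of these 3 genes was higher in 5 of 5 Dp3Yah mice than in every control. Mrpl39 alone passed without Dp3Yah replicate 4 (adjusted p of Hspa13 and Ncam2 both 0.0538). The same held without control replicate 3 (0.0713 each), 4 (0.0688 each) or 5 (0.0571 and 0.0623). Ncam2 did not pass without Dp3Yah replicate 5 (0.0597). With the replicate number as a block, Ncam2 did not pass (adjusted p = 0.228), while Hspa13 did (0.0452). When all probe sets were tested, Mrpl39 passed (adjusted p = 0.0175), but Hspa13 and Ncam2 did not (0.0749 each).

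The interval spans 75755190 (the start of Hspa13) to 84863783 (the end of Gabpa) on chromosome 16 of GRCm38.p6. Of its 19 listed genes 17 were measured: Btg3 has only probe sets shared with another gene and is left out of all counts here, and Mir155hg has none. Of the 17, 9 were expressed above the median level of all genes. Over all genes 3 of the 17 passed, and 11 did adjusted over the list alone, among them all 9 expressed genes. With 1 mouse left out, 10 of these 11 passed in every case; the exception, Samsn1, did not pass without Dp3Yah replicate 1 (0.0603), Dp3Yah replicate 5 (0.0593) or control replicate 1 (0.0576). The junctional adhesion gene Jam2 was 0.54 higher (SE 0.087, adjusted p = 0.0998 over all genes), and Gabpa, a subunit of an ETS-family transcription factor, was 0.44 higher (SE 0.067, adjusted p = 0.0785). The deubiquitinase Usp25 was 0.36 higher (SE 0.054, adjusted p = 0.0785) and D16Ertd472e 0.39 higher (SE 0.063, adjusted p = 0.0998). These 4 genes passed adjusted over the list alone, as did the nuclear receptor corepressor Nrip1 at 0.38 (adjusted p = 0.00393) and the ATP synthase subunit Atp5j at 0.28 (adjusted p = 0.000596). In 8 of the 9 expressed genes every Dp3Yah mouse lay above every control, for which the chance share is 0.397% per gene and direction; Nrip1 was the exception, with 4 of 5.

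The 8 interval genes below the median level had log2 changes between -0.01 and 0.24. Cxadr, a cell adhesion receptor, was 0.22 higher (adjusted p = 0.00905 over the list alone) and Samsn1, an adaptor protein of lymphocytes, 0.20 higher (adjusted p = 0.0211 over the list alone). The microRNA genes Mir99a (0.24, and 0.15 without Dp3Yah replicate 5), Mirlet7c-1 (0.09), Mir125b-2 (0.02) and Mir155 (-0.01) did not pass, nor did Chodl (0.03) and Tmprss15 (0.02). Mir99a was past the rank threshold, however (f of 0.994, adjusted p = 0.0639 over the list alone in limma). The study names it among the differentially expressed genes in 3 copies across its models.

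**Figure D1:**
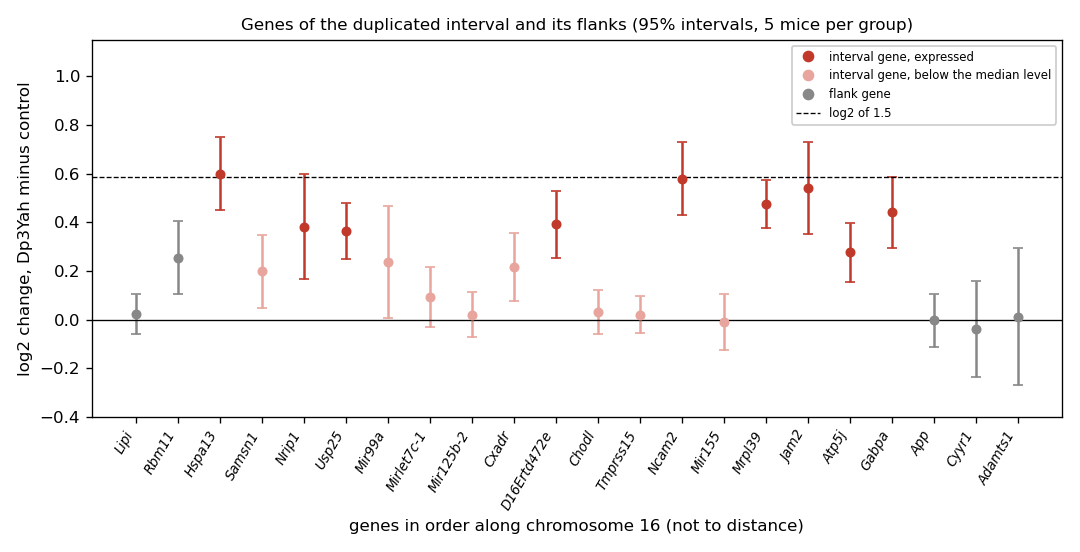
Log2 change (Dp3Yah minus control, with 95% interval) of each measured gene of the duplicated interval and of 5 flank genes, in order along chromosome 16. The dashed line marks the log2 of 1.5 (0.58); the changes of expressed interval genes run from 0.28 (Atp5j) to 0.60 (Hspa13).

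The mean over the 9 expressed interval genes was 9.22 ± 0.016 in Dp3Yah and 8.77 ± 0.053 in control (log2, SD, n = 5 each; exact permutation p = 0.00794, the smallest possible). The lowest Dp3Yah mouse, at 9.20, lay above the highest control, at 8.85. The difference was 0.45 (95% interval 0.39 to 0.51), a fold of 1.37 (1.31 to 1.42), whose upper bound lies below the 1.5-fold ratio of 3 copies to 2. Over all 17 measured genes of the interval, the dim ones included, the difference was 0.29 (exact permutation p = 0.00794). Usp25, D16Ertd472e, Mrpl39 and Atp5j had 95% intervals wholly below a log2 change of 0.58, and the intervals of the other 5 expressed genes covered it.

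**Figure D2:**
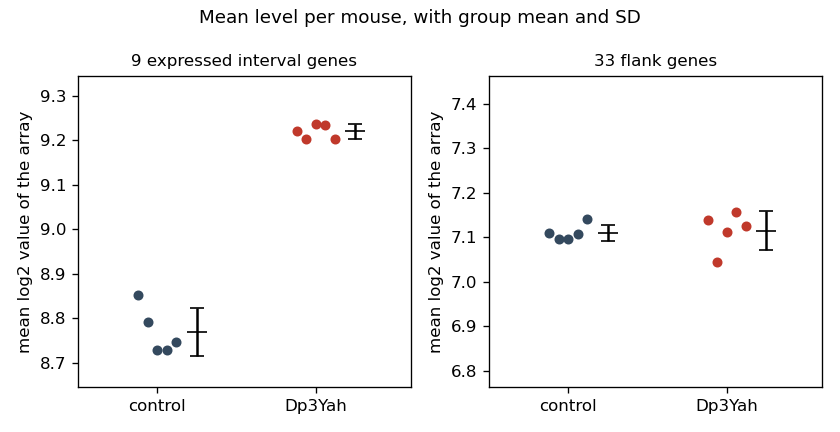
Mean log2 value of each mouse over the 9 expressed interval genes (left) and the 33 flank genes (right), with the group mean and SD. The Dp3Yah mice lie between 9.20 and 9.24 for the interval, above the highest control at 8.85.

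In the flanks, App, the gene of the amyloid precursor protein next to Gabpa, differed by 0.00 (95% interval -0.11 to 0.11). Without Dp3Yah replicate 2 the change of App was 0.04. Lipi (0.02, and 0.007 without Dp3Yah replicate 3), Cyyr1 (-0.04) and Adamts1 (0.01) had changes smaller than the spread between mice. Rbm11, which encodes an RNA-binding splicing protein, lies just proximal of Hspa13 (75592844 to 75602825) and was 0.26 higher (SE 0.069, 5 of 5 mice above every control). Its limma adjusted p was 0.922 over all genes and 0.0317 over the 11 measured genes of the proximal flank alone. With 1 mouse left out, Rbm11 passed over that list in 4 of 10 cases. Map3k7cl was the only gene that passed over the 22 genes of the distal flank alone (log2 change -0.18, limma adjusted p = 0.0468, and 0.922 over all genes). With 1 mouse left out, Map3k7cl passed over that list in 1 of 10 cases. Each side was adjusted on its own. The mean of all 33 flank genes differed by 0.00 (exact permutation p = 0.865). The proximal flank alone differed by 0.06 (exact permutation p = 0.0317). The distal flank differed by -0.02 (exact permutation p = 0.54), which shows no shift of that side. In the distal flank Dp3Yah replicate 2 was lowest, at 7.04. The other Dp3Yah mice and the controls both ran from 7.13 to 7.18.

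The comparison across all genes asked how far the duplication altered expression elsewhere in the genome. No gene outside the interval passed the test: limma called 3 of 19939 genes, all of them in the interval, and 0 of the other 19922. The count was 1 without Dp3Yah replicate 4 or control replicate 3, 4 or 5, and 2 without Dp3Yah replicate 5. Among the genes that did not pass, Anapc4, a subunit of the anaphase-promoting complex, was 0.29 higher (SE 0.049, adjusted p = 0.17, but 0.0442 without Dp3Yah replicate 1, where it was called). Tmem108, a membrane protein of neurons linked to dentate development, had a log2 change of -0.29 (SE 0.053, adjusted p = 0.221), and Ctla2b, which is related to cysteine protease inhibitors, of -0.23 (SE 0.042, adjusted p = 0.221). Also higher without passing were the mitochondrial ribosome gene Mrpl46 (0.21), Spata6 (0.28), the mitochondrial carrier Slc25a21 (0.19), the sorting nexin Snx4 (0.22), the rRNA methyltransferase Dimt1 (0.27), Slc43a3 (0.22), Rdh14 (0.18), Rwdd2a (0.22) and the DNA repair helicase Ercc3 (0.15). Lower without passing were C1ql2 (-0.24), Ccdc137 (-0.19), Them6 (-0.27), Alyref2 (-0.38), Ccnjl (-0.32), Tagln (-0.16), Dnajc17 (-0.27) and Map3k7cl (-0.18).

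Outside the interval, 1001 genes had an unadjusted p under 0.05 and 903 passed the threshold of the rank test. Over all genes these counts were 1013 (5.08%, with 497 higher and 516 lower) and 915 (4.59%, with 506 higher and 409 lower), and 606 genes were in both; chance alone would give 997 at that unadjusted p. Of the interval genes, 12 passed the rank threshold, all higher.

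The genes homologous to human chromosome 21 that lie outside the interval have 2 copies in both groups and so asked for effects other than dosage. Of 137 such genes, limma called 0 over all genes and 0 adjusted over the list alone (lowest adjusted p = 0.19); 8 had an unadjusted p under 0.05, 3 of them higher, and 6 passed the rank threshold. Their median log2 change was -0.02. Map3k7cl and Rbm11, which passed over their own flank lists, did not pass over these 137 genes (limma adjusted p = 0.19 each). Ifnar2, a chain of the type I interferon receptor, was 0.18 higher (SE 0.051, 5 of 5 mice above every control, adjusted p = 0.922), and Tspear had a log2 change of -0.12 (SE 0.045, adjusted p = 0.922). Sod1 (-0.07), Cbs (-0.05) and Dyrk1a (-0.01), which are much studied in Down syndrome, differed by less than the SD within a group.

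The list tests asked whether fixed groups of genes moved against the other genes. Camera called 11 of 38 lists, 8 higher and 3 lower, and with an estimated correlation 1 list, the interval itself, which fry and fry's mixed test also called alone. The interval shifted up (camera adjusted p = 7.37e-27; adjusted p = 8.51e-05 with an estimated correlation; fry adjusted p = 5.95e-06). No member of the other lists passed over all genes in limma.

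Markers of dentate granule cells, the principal neurons of the dentate gyrus, had negative changes in 12 of 15 genes, with a median of -0.13 (camera adjusted p = 0.000389; adjusted p = 0.499 with an estimated correlation). The array means of these markers did not separate the groups (exact permutation p = 0.103, fry adjusted p = 0.494), and the median was -0.05 without Dp3Yah replicate 3, -0.23 without Dp3Yah replicate 1 and -0.22 without control replicate 2. Adjusted over the list alone 3 of them fell and 0 rose. C1ql2, which encodes a secreted synaptic protein of granule cells, fell by 0.24 (SE 0.052, 5 of 5 mice below every control, adjusted p = 0.00691 over the list and 0.708 over all genes). Stxbp6, a SNARE regulator, fell by 0.22 (SE 0.062, 4 of 5, adjusted p = 0.0271 over the list) and Plk5, a polo-like kinase of neurons, by 0.24 (SE 0.076, 2 of 5, adjusted p = 0.0452 over the list). With 1 mouse left out C1ql2 passed in 10 of 10 cases, Stxbp6 in 5 and Plk5 in 2. Fam163b did not pass (-0.26). Markers of CA1 and CA3 pyramidal cells had 12 of 15 positive changes with a median of 0.07 (camera adjusted p = 0.00762; adjusted p = 0.655 with an estimated correlation); none passed adjusted over the list alone, and 1 had an unadjusted p under 0.05, Dcn (0.35), which fibroblasts also express. Without Dp3Yah replicate 2, the mouse farthest out on component 1, the pyramidal list had a median of -0.00 and was not called (adjusted p = 0.582), nor was it without control replicate 2 (0.02, adjusted p = 0.203) or control replicate 4 (0.05, adjusted p = 0.0544), or with array weights (adjusted p = 0.0769); without Dp3Yah replicate 3 the median was 0.11. Over the 10 mice this list followed component 1 (r = -0.792, permutation p = 0.00703, adjusted 0.0382; rho = -0.648, permutation p = 0.0483, adjusted 0.306), a relation that rests on the 2 mice farthest out (r = -0.385 without them).

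Microglia markers had positive changes in 16 of 17 genes, with a median of 0.08 (camera adjusted p = 1.16e-05; adjusted p = 0.428 with an estimated correlation). The cathepsin Ctss was 0.19 higher, the integrin Itgam 0.15, the fractalkine receptor Cx3cr1 0.15 and Siglech 0.13. Lysosomal genes, a list that also holds Ctss, were positive in 39 of 47 (median 0.04, camera adjusted p = 7.72e-05; adjusted p = 0.575 with an estimated correlation), with Galns at 0.16 and the ceramidase Asah1 at 0.13. Genes of the peroxisome and of fatty acid oxidation were positive in 30 of 39 (median 0.05, camera adjusted p = 7.16e-05; adjusted p = 0.456 with an estimated correlation). Among them were the peroxisome assembly gene Pex3 (0.24), the transporter Abcd3 (0.13) and the reductase Pecr (0.14). Proteasome genes were positive in 31 of 39 (median 0.04, camera adjusted p = 0.000389; adjusted p = 0.428 with an estimated correlation), with Psmc6 (0.18) and Psmb7 (0.10), each above every control in 5 of 5 mice. None of the genes in these 4 lists passed adjusted over the list alone in limma; at an unadjusted p under 0.05 there were 4 of the microglia, 4 of the lysosomal, 5 of the peroxisomal and 2 of the proteasome genes, all higher. The median was 0.04 for microglia without Dp3Yah replicate 2 and 0.02 for the proteasome without Dp3Yah replicate 3. Without control replicate 3 it was 0.02 for both the lysosomal and the peroxisomal genes, and all 4 lists kept their call.

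Chaperone genes of the heat shock and unfolded protein responses had negative changes in 24 of 28, with a median of -0.09 (camera adjusted p = 0.000102; adjusted p = 0.655 with an estimated correlation). The small heat shock gene Hspb1 (-0.48), its partner Bag3 (-0.16) and the endoplasmic reticulum genes Sdf2l1 (-0.41) and Creld2 (-0.20) did not pass adjusted over the list alone, and were the 4 genes with an unadjusted p under 0.05. Control replicate 1 had the highest mean of this list, 9.41 against 9.07 to 9.18 in the other controls; without it the median was -0.03 and the list was not called (adjusted p = 0.153). Immediate early genes, which neurons switch on after activity, were negative in 30 of 40 with a median of -0.12 (camera adjusted p = 0.0114; adjusted p = 0.879 with an estimated correlation). Inhba (-0.23), Dusp5 (-0.27) and Fosl2 (-0.33) were among those with the lowest p; none passed adjusted over the list alone, and 2 had an unadjusted p under 0.05. This list was not called without Dp3Yah replicate 1 (median -0.04, adjusted p = 0.676), Dp3Yah replicate 5 (-0.04, adjusted p = 0.621), control replicate 1 (-0.08, adjusted p = 0.0534) or control replicate 3 (-0.08, adjusted p = 0.119). The proximal flank (8 of 11 positive, median 0.02, camera adjusted p = 0.0332; adjusted p = 0.428 with an estimated correlation) held Rbm11 and Epha3 (0.15), and was not called without Dp3Yah replicate 1 (0.061), 2 (0.0784) or 4 (0.0755) or control replicate 3 (0.0957) or 4 (0.0744), or among genes above the median level alone (0.114). Its median was 0.04 without Dp3Yah replicate 3 or control replicate 1 and 0.05 without control replicate 5. Cytosolic ribosome genes were positive in 41 of 59 (median 0.02, camera adjusted p = 0.0465; adjusted p = 0.575 with an estimated correlation), where Rpl8 was 0.11 higher and Rpl29 had a change of -0.11; the call was lost without Dp3Yah replicate 2 (0.582) or 5 (0.0978) and without control replicate 1 (median 0.01, adjusted p = 0.31). This call held in 9 of 19 alternatives, and was also lost among genes above the median level (0.245), after a second normalisation (0.447), with array weights (0.373) and with component 1 as a covariate (0.082).

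A list of 26 genes was taken from those that the study's text discusses for its lines, and 25 were measured. It left out others that the text names, among them the interval genes Mrpl39, Jam2, Atp5j, Gabpa and D16Ertd472e, whose results are given above. That list was in part chosen on these samples, so its result is not independent evidence. The study does not claim a change in Dp3Yah for every gene of the list. It reports Npy as lower in Dp3Yah, and Ifnar2 and Il10rb as higher in every line but Tg(Dyrk1a). Cbs was not lowered in Dp3Yah there, and Gsk3b and Rhoa were not differentially expressed. Others, among them Synj2, Tiam2, Chrna3 and Ltn1, it reports as changed in other lines. None of the 25 passed over all genes in limma or adjusted over the list alone, where the lowest adjusted p was 0.104 (Ifnar2). Of them, 3 had an unadjusted p under 0.05, and Npy, Arc, Ifnar2 and Irgm1 were past the rank threshold. Ifnar2 was 0.18 higher, while Il10rb was not past that threshold (log2 change -0.02, rank test f of 0.369). The neuropeptide gene Npy had a log2 change of -0.23 (SE 0.081, 3 of 5 mice below every control, adjusted p = 0.2 over the list) with a rank test f of 0.00563. The phosphatase gene Synj2 (-0.15), and the immediate early genes Arc (-0.46), Fosb (-0.41), Fos (-0.20) and Npas4 (-0.02), did not pass, and SDs of Arc in Dp3Yah and control were 0.80 and 0.28. The synaptic genes Snap25 (0.01) and Snap23 (0.00), and the signalling genes Rhoa (0.05) and Gsk3b (0.05), had small changes. The others that did not pass were Glp1r (-0.06), Ltn1 (0.09), Il10rb (-0.02), Chrna1 (-0.03, and 0.00 without control replicate 1), Chrna3 (0.17, and -0.00 without Dp3Yah replicate 5), Tiam2 (-0.07), Ifit1 (-0.01, and 0.23 without control replicate 2), Ifit2 (0.12), Irgm1 (0.12) and Ndufa13 (0.04). The list's median was -0.01 while camera placed it up (adjusted p = 0.948).

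The principal components of all genes asked whether the mice separated by genotype. Component 1 held 26.2% of the variance and did not separate the groups (difference -1.42, exact permutation p = 0.817). Component 3 (14.9%) had the lowest exact permutation p of the first 5 components, 0.0556 (adjusted p = 0.278).

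**Figure D3:**
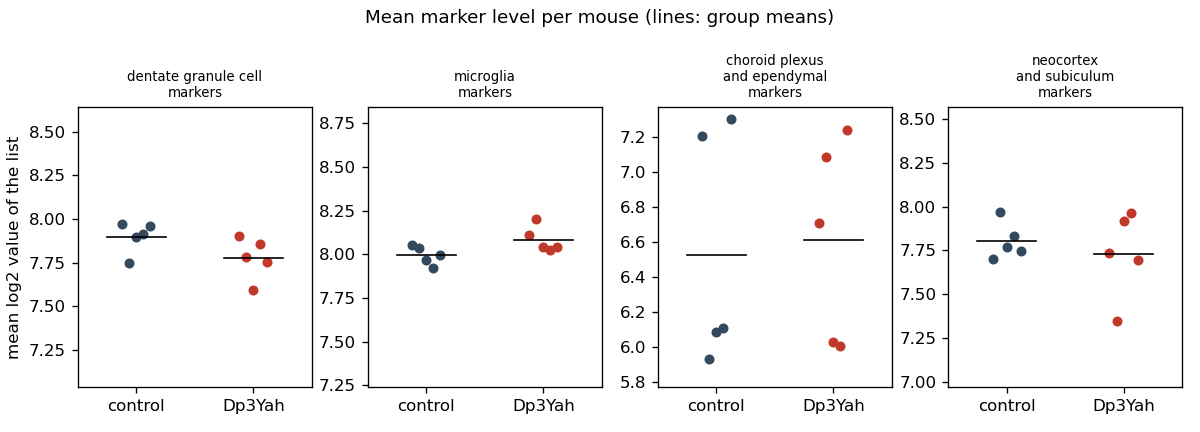
Mean log2 value of each mouse for 4 marker lists, with lines at the group means. Choroid plexus markers fall into values of 5.93 to 6.11 and of 6.71 to 7.30, with mice of both groups in each range.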

Values the study reported

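The study reported 826 differentially expressed genes in Dp3Yah mice at its rank thresholds of 0.025 and 0.975. Of the genes in 3 copies, 13 were differentially expressed in Dp3Yah. Most genes in 3 copies had a ratio of about 1.5 across its models, but 38 to 57% of them were compensated, with the value for Dp3Yah at 38%. The study counted 35556 probes on the array, 27359 of them annotated. Its pathway analysis, with the GAGE method over KEGG and GO terms, found 67 altered terms in Dp3Yah, 60 higher and 7 lower. Its threshold for the false discovery rate was looser than the 0.05 used here. That count therefore cannot be compared with the number of lists called here.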

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

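Tests chosen only after the result was seen were the split counts for the interval genes and the Hsa21 homologues, the test of genes varying together, and the test of bright interval genes. The mouse left out in the test of an atypical array, and the split with 51 genes that was examined further, were also picked from the results.

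The number of genes past the study's rank threshold is weighed first. Simulated arrays with no changed gene put 114% as many genes past that threshold as the real arrays, so a count fixed by the threshold itself can account for the number. Of 100 splits of the 10 mice, 87 gave as many as the 915 of the real groups, with up to 1126 in another split, so chance cannot be excluded.

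As many genes as the 3 that limma called, all in the interval, were found in 2 of 100 splits, the real one included, so chance is excluded. The other split called 51 genes, several times the real count, and 97 other splits called 0. That split parted the 5 mice with the higher choroid plexus markers (6.71 to 7.30; 3 Dp3Yah and 2 control) from the 5 with lower ones (5.93 to 6.11), and 13 of its 51 genes were choroid plexus markers, which points to a structure of the samples other than genotype. For interval genes called higher, 1 of 100 splits (the real one) gave as many as 3, and no other gave more than 0, so chance is excluded. For the Hsa21 homologues outside the interval, where 0 were called, 100 of 100 splits gave as many and the highest other gave 2. A real count of 0 fixes that outcome in advance, so this comparison decides nothing.

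The shifts of cell type and pathway lists are weighed next. As many as 11 lists were called in 29 of 100 splits, with a median of 8 and up to 15 in the others, so chance cannot be excluded. With an estimated correlation, 0 of the 10 lists other than the interval kept their call, as genes varying together between animals would give. The estimate ran from 0.0381 (cytosolic ribosome) to 0.456 (immediate early genes) in these lists, except for the proximal flank, at -0.0179. That flank lost its call too (adjusted p = 0.428). The test can thus drop a call without such variation, so the loss alone does not show its cause. Without Dp3Yah replicate 2, the mouse farthest out on component 1, 7 of the 10 kept call and direction, a number between the bounds set for an effect of 1 atypical array, so that explanation remains open. Leaving out control replicate 1 also left 7 of the 10 called, but the chaperone list was not among them (adjusted p = 0.153). A response to the duplication in microglia, granule cells or chaperones stays open as well and may need more animals to show. For chaperones the call depends on control replicate 1.

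The smaller than 1.5-fold change of interval genes is weighed last. Background signal that dilutes the ratio of dim genes would leave bright genes at the full ratio, but 3 of the 7 bright interval genes, those above the upper quartile of all genes, had 95% intervals wholly below a log2 change of 0.58 (Usp25, Mrpl39 and Atp5j), which argues against it as the whole cause. The intervals of the other 4 (Hspa13, Ncam2, Jam2 and Nrip1) covered 0.58, so they decide nothing. Compression of ratios by the array at bright probes was not tested, and neither was buffering of these transcripts in the cell, so both stay open as candidate explanations.

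A number of mice stood apart from their group in single values; the ratio given is the gap to the nearest mouse divided by the range of the group. Chance gives about 14 such values among the 272 tested, and 19 were found. In Dp3Yah replicate 2 the chromosome 10 homologues of Hsa21 averaged 7.30 (nearest 7.37, ratio 0.724). Its neuropeptide list was at 7.33 (nearest 7.51, ratio 0.727). App in this mouse was at 12.13 (nearest 12.32, ratio 0.73). Itgam there was high, at 6.92 (nearest 6.75, ratio 0.835). For control replicate 2 the interferon response list stood at 6.13 (nearest 5.98, ratio 0.773). Ifit1 in that mouse reached 6.37 (nearest 5.39, ratio 0.719). Astrocyte markers of control replicate 3 were at 9.91 (nearest 10.01, ratio 0.734). Genes that vary between C57BL/6 substrains were at 7.28 in the same mouse (nearest 7.40, ratio 0.765). Blood markers of Dp3Yah replicate 3 were at 5.72 (nearest 5.58, ratio 0.789). Lipi in this mouse was at 4.39 (nearest 4.31, ratio 0.803). Samsn1 in control replicate 1 was at 5.61 (nearest 5.81, ratio 0.739). Rbm11 in the same control was at 6.89 (nearest 6.99, ratio 0.724). Mir99a in Dp3Yah replicate 5 was at 5.21 (nearest 4.80, ratio 0.796). Siglech in that mouse was at 7.20 (nearest 7.06, ratio 0.732). Chrna3, a nicotinic receptor subunit, was at 6.08 there (nearest 5.21, ratio 0.94), and Chrna1 in control replicate 1 was at 5.38 (nearest 5.22, ratio 0.757). Ifnar2 in control replicate 4 was at 8.28 (nearest 8.42, ratio 0.734). Ctla2b in Dp3Yah replicate 4 was at 5.90 (nearest 6.00, ratio 0.719). Epha3 in control replicate 5 was at 6.09 (nearest 6.24, ratio 0.715).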

How the results depend on the processing

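The covariate for component 1 was chosen after seeing the data; all other alternatives were planned. The count of 3 genes, all in the interval, was 6 with a trended and robust variance, 5 with array weights and 5 with component 1 as a covariate, all again in the interval. The rank test gave 915 genes, 12 of them in the interval, and testing all probe sets gave 1; the cause of these differences was not tested. Leaving out 1 mouse gave 1 to 4 genes, of which 1 to 3 lay in the interval. The count was 1 (Mrpl39) without Dp3Yah replicate 4 or control replicate 3, 4 or 5, where the adjusted p of Ncam2 was 0.0538, 0.0713, 0.0688 and 0.0623 and that of Hspa13 0.0538, 0.0713, 0.0688 and 0.0571. It was 2 without Dp3Yah replicate 5 (Ncam2, 0.0597), and without Dp3Yah replicate 1 Anapc4 was called (0.0442; range of its alternatives 0.0442 to 0.579). The homologues outside the interval stayed at 0 in all 18 alternatives. The interval mean difference lay between 0.29 and 0.47, with the lowest from all measured genes. Left-out mice gave 0.44 to 0.47. Of the 11 lists, camera with an estimated correlation kept 1 and fry 1; leaving out a mouse gave 9 to 15 lists. Calls were lost without Dp3Yah replicate 1 (immediate early genes, 0.676; proximal flank, 0.061), Dp3Yah replicate 2 (cytosolic ribosome and pyramidal markers, both 0.582; flank, 0.0784), Dp3Yah replicate 4 (flank, 0.0755), Dp3Yah replicate 5 (ribosome, 0.0978; immediate early, 0.621), control replicate 1 (ribosome, 0.31; immediate early, 0.0534; heat shock, 0.153), control replicate 2 (pyramidal, 0.203), control replicate 3 (flank, 0.0957; immediate early, 0.119) and control replicate 4 (flank, 0.0744; pyramidal, 0.0544). Microglia, lysosome, peroxisome, proteasome and dentate lists kept their call in 10 of 10. Component 1 reversed its small difference without Dp3Yah replicate 2 (3.16, exact permutation p = 0.556), with -4.50 to 3.16 over left-out mice; 13 of 14 alternatives kept the direction.

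Mice of the same number in the 2 groups share only a number: 2 of 5 pairs had correlated deviations over 0.1, and 2 of 5 Dp3Yah mice correlated best with their own number. With that number as a block, 3 genes were called, 2 of them the same (Ncam2 was not, adjusted p = 0.228) and 10 lists, without the cytosolic ribosome (0.0621). The mean interval difference of 0.45 then had an exact sign-flip p = 0.0625, the smallest that 5 pairs allow. Detection above array background was not analysed here, so small changes of dim genes set no bound on their true change.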

Other observations

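The test of spread in this part was chosen only after the result was seen.

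Choroid plexus markers differed between mice far more than between genotypes. Ttr, the transthyretin gene that the choroid plexus expresses at a high level, was at 12.68 to 13.40 in Dp3Yah replicates 1, 2 and 5 and control replicates 1 and 5, and at 8.99 to 10.29 in the other 5 mice. The list as a whole was not shifted between the groups (median 0.07, camera adjusted p = 0.372), nor were oligodendrocyte markers (median 0.00, adjusted p = 0.978) or thalamus and habenula markers (median 0.01, adjusted p = 0.908). Markers of neocortex and subiculum followed component 1 over the 10 mice (r = 0.946, permutation p = 0.00012, adjusted 0.00456; rho = 0.903, permutation p = 0.00083, adjusted 0.0158; r = 0.842 without the 2 mice farthest out). Neuropeptide genes did so too (r = 0.905, permutation p = 0.00044, adjusted 0.00836; rho = 0.915, permutation p = 0.00061, adjusted 0.0158; r = 0.768 without those 2), among 38 relations; component 1 was computed from all genes, these included. In all, 7 of the 38 lists had an adjusted p under 0.05 for r, and these 2 alone also had it for rho. The others were the circadian clock (r = 0.892, adjusted p = 0.00899; 0.68 without those 2 mice), interneuron markers (r = 0.872, adjusted p = 0.0185; 0.708), SNARE and synaptic vesicle genes (r = 0.85, adjusted p = 0.024; 0.606), the CA1 and CA3 pyramidal markers that camera called, and choroid plexus markers, for which no r is given because the values fall into 2 ranges.

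The 27 lists that camera did not call had adjusted p of 0.0591 and above, and 24 of them had no member that passed adjusted over the list alone. That adjustment did not cover the number of lists, so single members that passed can be chance findings. Mrpl46 rose among mitochondrial ribosome genes (0.21, 5 of 5 mice above every control, adjusted p = 0.0362 over the list, passed in 3 of 10 cases with 1 mouse left out, and 0.708 over all genes; list adjusted p = 0.0591). Tagln, a smooth muscle gene, fell by 0.16 among endothelial and mural markers (5 of 5 below every control, adjusted p = 0.028 over the list, passed in 4 of 10 such cases, and 0.922 over all genes; list adjusted p = 0.706). Interferon response genes (median -0.03, adjusted p = 0.413), oxidative phosphorylation (0.01, adjusted p = 0.413), SNARE and synaptic vesicle genes (0.00, adjusted p = 0.948) and astrocyte markers (0.04, adjusted p = 0.0593) were not called. The mean change of the interferon response genes was -0.01, but 0.02 without control replicate 2. That of astrocyte markers was 0.03, but 0.01 without control replicate 3. The median and mean had opposite signs in 4 lists. These were blood markers (-0.01 and 0.01), meningeal markers (-0.01 and 0.01), thalamus and habenula markers (0.01 and -0.00), and glutamate receptors with the postsynaptic density (0.00 and -0.00). Without Dp3Yah replicate 3 the mean change of the blood markers was -0.03, the sign of their median over all mice.

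The list means of immediate early genes ran from 7.33 to 7.98 in Dp3Yah mice and from 7.64 to 7.83 in control, and 35 of 40 members had a larger SD in Dp3Yah. The hypothesis that the duplication may widen this spread was tested by reassigning the deviations from the group means. The ratio of SDs was 3.32 with a permutation p = 0.0476 before adjustment, but the list had been picked for its spread, so all 38 lists were tested. Of these, 5 had a higher ratio, up to 5.06 for the list of genes taken from the study's text. Adjusted over all 38 lists, the permutation p of the immediate early genes was 0.603, but with 5 mice per group a single list cannot get below 0.302. The test therefore decides nothing, and whether the spread differs between the groups stays open.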
